A study of Plasmodium falciparum with 28 samples.

How the data were processed

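The samples were total RNA of the malaria parasite Plasmodium falciparum from blood of malaria patients, which the labels describe as enriched without saying how, extracted with TRIzol. Each of 28 isolates was hybridised to 1 array, with no pooling. Per the labels, the RNA was reverse transcribed with an oligo-dT primer, amplified by in vitro transcription and labelled with the dye Cy3. The custom Agilent array carries probes for both strands of each gene. A sense probe reads the coding strand's transcript, and an antisense probe reads RNA from the opposite strand of the same gene. The groups come from the clinical complication named in the labels: uncomplicated malaria (6 arrays, called control in the labels), hepatic dysfunction (12), cerebral malaria (4) and thrombocytopenia (6). Thrombocytopenia is a low platelet count.

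The deposited scanner tables hold, per the file headers, Feature Extraction output of 1-colour arrays on a linear intensity scale: the processed signal after background and spatial trend subtraction, the mean spot signal and the local background. The headers record no normalization between arrays. The Feature Extraction flags for spots well above background, for outliers and for saturation, an other kind of column, were used as deposited. The authors' deposited series table holds log2 values of the same probes. Set against the scanner values, its columns follow the log2 processed signal minus 1 constant per array that puts the array's 75th percentile at 0. Its scale, centring and direction are therefore known. The match was judged per array by a high percentile of the absolute deviation over probes, so the most deviating probes were not checked. That percentile was 0.11 and 0.0043 in log2 on 2 arrays, thrombocytopenia replicate 2 and uncomplicated replicate 6. It was at most 7.24e-07 on the other arrays. The medians of its columns were -2.25, -3.10, -1.36, -3.15, -2.95 and -3.38 for the uncomplicated arrays 1 to 6, and -3.97, -3.25, -3.18, -2.94, -3.10, -3.24, -3.20, -2.53, -3.71, -4.08, -3.42 and -2.55 for the hepatic dysfunction arrays 1 to 12. They were -2.21, -2.52, -2.27 and -3.02 for the cerebral malaria arrays 1 to 4, and -3.78, -2.57, -3.02, -0.60, -2.47 and -3.77 for the thrombocytopenia arrays 1 to 6. The scanner settings and a genome build for the probes are not given in the sources used here.

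After 1319 control spots were left out, 61649 probes remained: 27442 sense, 27289 antisense and 6918 that name neither strand nor gene of the parasite. The last class entered no comparison of transcripts and is given only as a share detected, because its targets are not named in the files. Gene names and product descriptions are those of the array's own annotation. Positions of the probes are not stated, so none are printed. The 3 protein-coding genes of the mitochondrial genome are given by the array's identifiers (mal_mito_1, mal_mito_2, mal_mito_3), whose description there is an unspecified product.

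The values analysed were log2 of the processed signal minus each array's 75th percentile over the 3891 probes well above background on all 28 arrays. That probe set was used because a mean of 42.8% of the probes were well above background. A probe entered the tests when it was well above background in at least 50% of the arrays of at least 1 group; outlier spots were left out and no spot was saturated. The mean of a transcript's probes gave its level, which left 35967 probes for 8935 transcripts (3988 antisense, 4947 sense) and 3764 genes with both strands. Levels of different transcripts are not comparable, since probes differ in affinity.

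Each comparison used limma 3.58.1 (R 4.3.3, with statmod 1.5.0) with lmFit and eBayes over all 28 arrays, two-sided, and Benjamini-Hochberg adjustment over all transcripts of both strands at 0.05, with no fold threshold. The antisense minus sense difference of a gene was fitted the same way, adjusted over its genes. Lists were tested against the other antisense transcripts with limma's camera, at a preset correlation of 0.01 and with the correlation estimated from the arrays. Limma's fry tested each list against no change, not against the other transcripts. The core mitochondrial list has 27 genes (3 of the mitochondrial genome and 24 nuclear genes of the respiratory chain, the tricarboxylic acid cycle and the ATP synthase), of which 21 had an antisense transcript tested. Further lists were the 12 genes that the array's probe names place on the mitochondrial genome, the 92 genes whose description has the word mitochondrial or mitochondrion, and marker lists of 7 ring-stage, 7 late-stage and 6 gametocyte genes. Values per array were compared by two-sided exact permutation tests, 42 in the family, with Benjamini-Hochberg adjustment.

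The core list, the marker lists, the limma, camera and fry tests, the named genes and most alternatives were chosen before the data were examined. The permutation tests of values per array, the estimated correlation, the core list's strand difference under blocks, fry and the stage score, and the list tests between complications were added afterwards. Named genes were, per comparison with the uncomplicated arrays, both strands of the 3 mitochondrial genome genes; the 3 antisense transcripts of the core list with the smallest p; and, among antisense transcripts past the threshold, the 3 largest rises and falls, of which there were none. The marker genes were to be given only as list medians. Alternatives chosen beforehand were 3 other scalings, normexp background correction (offset 50), 2 other filters, the brightest probe per transcript, slide as a fixed or random block, scan day as a block, only the groups compared, the replicate number as a block, array weights, eBayes with trend and robust, at least a 2-fold change, a stage score (ring minus late markers) as a covariate, the series table's values, and each array left out in turn. Single slides, scan period as a block, leaving out the 3 dimmest arrays, slide block with array weights, and the lists by probe name and by description were chosen after seeing the data.

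The tests were tested on simulated arrays with the observed levels and spread but independent errors, in which 200 of 8929 transcripts were changed. In cerebral malaria the antisense transcripts of the remaining core genes were also raised by 2 in log2. These were left out of the false calls of transcripts. In the comparison of hepatic dysfunction with uncomplicated malaria 148 were recovered, for cerebral malaria 124 and for thrombocytopenia 136, with 10, 2 and 8 false calls. Of 50 transcripts changed by 2 in log2, 14, 6 and 8 were recovered in the same order; of 50 changed by 4, 38, 27 and 32. For antisense minus sense, with 164 of 3758 genes changed, 100, 85 and 91 were recovered, with 6, 14 and 3 false calls. Here the raised core genes were counted as unchanged, so the 14 for cerebral malaria can include true changes. Signal over background and the number of arrays limit the precision.

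The arrays lay on 4 slides, scanned over 3 days and in 8 runs. Slides 1 and 2 were scanned before slides 3 and 4, and these are called the first and the second scan period. Slide 1 held 3 uncomplicated and 5 hepatic dysfunction arrays. Slide 2 held 1 uncomplicated, 3 hepatic dysfunction and 3 cerebral malaria arrays. Slide 3 held 2 uncomplicated, 1 hepatic dysfunction and 5 thrombocytopenia arrays. Slide 4 held 3 hepatic dysfunction arrays, 1 cerebral malaria and 1 thrombocytopenia array. No thrombocytopenia array was in the first period, and slide 4 held no uncomplicated array.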

Results

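Sense and antisense transcripts of Plasmodium falciparum were measured on 28 single-colour arrays, 1 per clinical isolate. The isolates came from 6 patients with uncomplicated malaria, 12 with hepatic dysfunction, 4 with cerebral malaria and 6 with thrombocytopenia. The comparisons ask which antisense transcripts, and in particular those of mitochondrial genes, differ between these disease phenotypes. Differences are on the log2 scale, complication minus uncomplicated unless stated. Errors are SDs between arrays, or standard errors (SE) of the limma fit where named.

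The share of probes well above background set how much each array could show, and it differed between groups. It was 48.6% ± 4.64 (SD, n = 12) in hepatic dysfunction, 49.96% ± 5.18 (n = 4) in cerebral malaria, 34.3% ± 13.4 (n = 6) in thrombocytopenia and 35.1% ± 12.0 (n = 6) in uncomplicated malaria. Single arrays ranged from 8.68% to 54.9%. Hepatic dysfunction arrays exceeded uncomplicated arrays by 13.5 percentage points (two-sided exact permutation test, p = 0.00253, adjusted p = 0.0354 over 42 tests). That difference came from the first scan period: it was 20.0 points on slides 1 and 2 (8 against 4 arrays, exact p = 0.00404, adjusted p = 0.0101 over 5 tests within a period, all added after the period difference was seen) and 0.472 on slides 3 and 4. Hepatic dysfunction also exceeded thrombocytopenia, by 14.3 points (exact p = 0.000862, adjusted p = 0.0181), and by 9.20 to 16.6 points when single arrays were left out (exact p at most 0.00307). Within slides 3 and 4, the only slides with both groups, that difference was 13.0 points (exact p = 0.081, 4 against 6 arrays). Leaving out single arrays gave 7.88 (without thrombocytopenia replicate 4) to 15.3 points, with an exact p from 0.0317 to 0.25 that was under 0.05 in 2 of 10 cases. Cerebral malaria exceeded uncomplicated malaria by 14.9 points, with 4 against 6 arrays (exact p = 0.0524, adjusted p = 0.157). The difference was 23.0 points on slides 1 and 2 and -3.83 on slides 3 and 4, the latter with 1 cerebral malaria array against 2 uncomplicated arrays, too few to judge a reversal. Leaving out single arrays gave 11.3 (without uncomplicated replicate 3) to 17.4 points, with an exact p from 0.0317 to 0.119 that was under 0.05 in 3 of 10 cases. Leaving out single arrays in these tests was added afterwards, and these p are not adjusted.

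**Figure D1:**
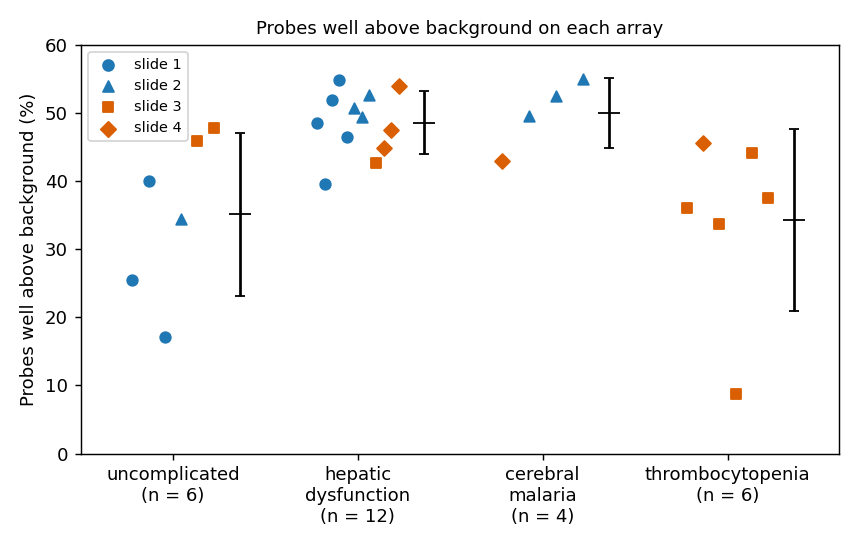
Share of probes well above background (vertical axis, %) on each of the 28 arrays by group, with symbols for the slide, and the mean ± SD of each group beside the points. The shares run from 8.68% on a thrombocytopenia array to 54.9% on a cerebral malaria array, and the low uncomplicated arrays are on slides 1 and 2.

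Arrays separated by scan period, though not along the direction of largest variance. In a principal component analysis of all tested transcripts the first component held 58.9% of the variance. It separated neither the slides nor the groups, with scores from -167 to 235 on slides 1 and 2 and from -149 to 255 on slides 3 and 4. It went with the signal by which each array was scaled, the 75th percentile of the probes well above background on all arrays. Arrays with that signal at 345 or less scored 146 or more, and arrays at 1833 or more scored below 0. Between these, scores had both signs. On an array with a low such signal, transcripts near background have a high scaled level. The second component held 10.7% and separated slides 1 and 2 from slides 3 and 4. It ran from 7.09 to 70.2 on slides 1 and 2 and from -107 to -4.49 on slides 3 and 4. All 6 thrombocytopenia arrays were on slides 3 and 4, 3 of the 4 cerebral malaria arrays were on slide 2, and slide 4 held no uncomplicated array. Group differences are therefore also given with slide or scan period in the model.

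**Figure D2:**
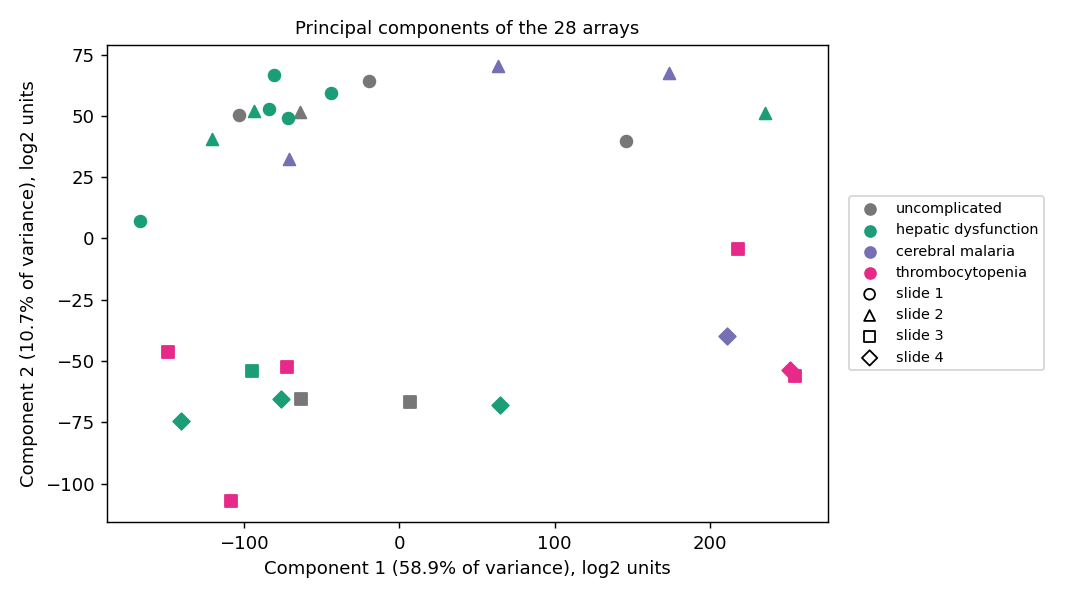
Scores of the 28 arrays on the first 2 principal components of all tested transcripts (axes in log2 units, with their shares of variance), coloured by group and shaped by slide. Arrays of slides 1 and 2 lie above 0 on the second component and arrays of slides 3 and 4 below it.

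Of 8935 transcripts tested (3988 antisense, 4947 sense), limma called 0 antisense transcripts at an adjusted p under 0.05 in any of the 7 comparisons, and 0 sense transcripts in the 3 comparisons with uncomplicated malaria. At an unadjusted p under 0.05 there were 244 antisense transcripts in hepatic dysfunction, 95 in cerebral malaria, 768 in thrombocytopenia and 154 in all severe cases together, each against uncomplicated malaria. Sense transcripts at that level numbered 70, 351 and 291 in hepatic dysfunction, cerebral malaria and thrombocytopenia. Array weights, alone or with slide as a block, moved these counts most. With the weights alone limma called 235 antisense and 30 sense transcripts in hepatic dysfunction, 314 and 1215 in cerebral malaria, and 1993 and 2042 in thrombocytopenia, and 354 antisense transcripts in all severe cases. With the block added there were 899 antisense and 534 sense calls in hepatic dysfunction, 300 and 935 in cerebral malaria, and 0 and 0 in thrombocytopenia (197 and 100 at an unadjusted p under 0.05). Random splits were run for the weights alone. Counts as large as theirs were frequent when arrays were reassigned to groups at random: in 21, 15 and 15 of 100 splits for antisense and in 34, 10 and 13 of 100 for sense, in the same order. With slide as a fixed block and no weights the adjusted count was 0 for both strands in these comparisons.

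The median difference over all antisense transcripts depended on the scaling, so single differences are to be read against it. It was -0.39 in hepatic dysfunction, 0.64 in cerebral malaria and 1.01 in thrombocytopenia. Under quantile normalization the same medians were 0.11, -0.28 and 0.13, and with the 75th percentile of all probes they were -0.42, -0.42 and 0.20. For sense transcripts the medians were 0.014, 1.05 and 0.54, and 0.32, 0.31 and -0.30 under quantile normalization.

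The complications were also compared with each other, which tests directly whether their differences from uncomplicated malaria differ. Limma called 0 antisense transcripts here as well. At an unadjusted p under 0.05 there were 788 between hepatic dysfunction and cerebral malaria, 1823 between hepatic dysfunction and thrombocytopenia, and 333 between cerebral malaria and thrombocytopenia. The count between hepatic dysfunction and thrombocytopenia stood near the threshold of the adjustment: normexp background correction gave 3756 calls, no filter on dim probes 2982, array weights 2820, the replicate number as a block 795, and slide as a block or scan period as a block 0. Array weights gave 1606 calls between hepatic dysfunction and cerebral malaria and 0 between cerebral malaria and thrombocytopenia.

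Antisense transcripts of the core mitochondrial list were the main question. Of its 27 genes, 21 had an antisense transcript tested. Limma called 0 of them in each comparison, over all transcripts and when adjusted over the list alone. At an unadjusted p under 0.05 there were 1, 0 and 1 in hepatic dysfunction, cerebral malaria and thrombocytopenia against uncomplicated malaria. As a set, they were higher in cerebral malaria than in uncomplicated malaria by a median of 1.62, against 0.63 for the other antisense transcripts, with 21 of 21 higher (camera p = 0.0227, adjusted p = 0.0454 over 6 comparisons). The set's mean level per array had SDs of 1.65 in 4 cerebral malaria and 1.49 in 6 uncomplicated arrays. That level also holds shifts shared by all transcripts of an array, so it does not weigh the excess over the others. An exact permutation test of that mean level gave p = 0.19. Under the 4 other scalings the set's median was between 0.37 and 0.89, with 13 to 16 of 21 higher. In hepatic dysfunction the set's median was -0.84, against -0.38 for the others, with 18 of 21 lower (camera p = 0.197). In thrombocytopenia it was 0.89, against 1.01 for the others, with 17 of 21 higher (camera p = 0.164).

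Comparisons of the set between complications were not planned for this list. The set was lower in hepatic dysfunction than in cerebral malaria by a median of -2.24, against -0.99 for the others, with 20 of 21 lower (camera p = 0.00196, adjusted p = 0.0117). Between cerebral malaria and thrombocytopenia its median was 0.56, against -0.26 for the others, with 16 of 21 higher (camera p = 0.00697, adjusted p = 0.0209). Between hepatic dysfunction and thrombocytopenia its median was -2.07, against -1.52 for the others, with 21 of 21 lower (camera p = 0.748). Only the difference between hepatic dysfunction and cerebral malaria held under fry (p = 0.044), which gave p = 0.242 for cerebral malaria against uncomplicated malaria and p = 0.713 for cerebral malaria against thrombocytopenia. None of the 3 held when the correlation between the transcripts of the list was estimated from the arrays, at 0.673, with p = 0.372, 0.498 and 0.436 in the order hepatic dysfunction against cerebral malaria, cerebral malaria against uncomplicated malaria, cerebral malaria against thrombocytopenia.

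Batch and stage changed the set difference between cerebral and uncomplicated malaria. With slide as a fixed block its median was 0.69 (camera p = 0.415) and with scan period as a block 1.58 (p = 0.06). Within slide 2, with 3 cerebral malaria arrays against 1 uncomplicated array, it was 2.19, a size that a single array cannot test. With a ring minus late stage score as a covariate it was -0.066 (p = 0.736). After normexp background correction it was -0.093, with the other antisense transcripts at -0.16 (p = 0.0436), so that the list still lay above the others while its median was below 0. For hepatic dysfunction within slide 1, slide 2 and slide 3 the set's median had no common sign. It was 1.35 on slide 2, with a single uncomplicated array, and -2.11 on slide 3, with a single hepatic dysfunction array. A single array in a group allows no test of either value.

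**Figure D3:**
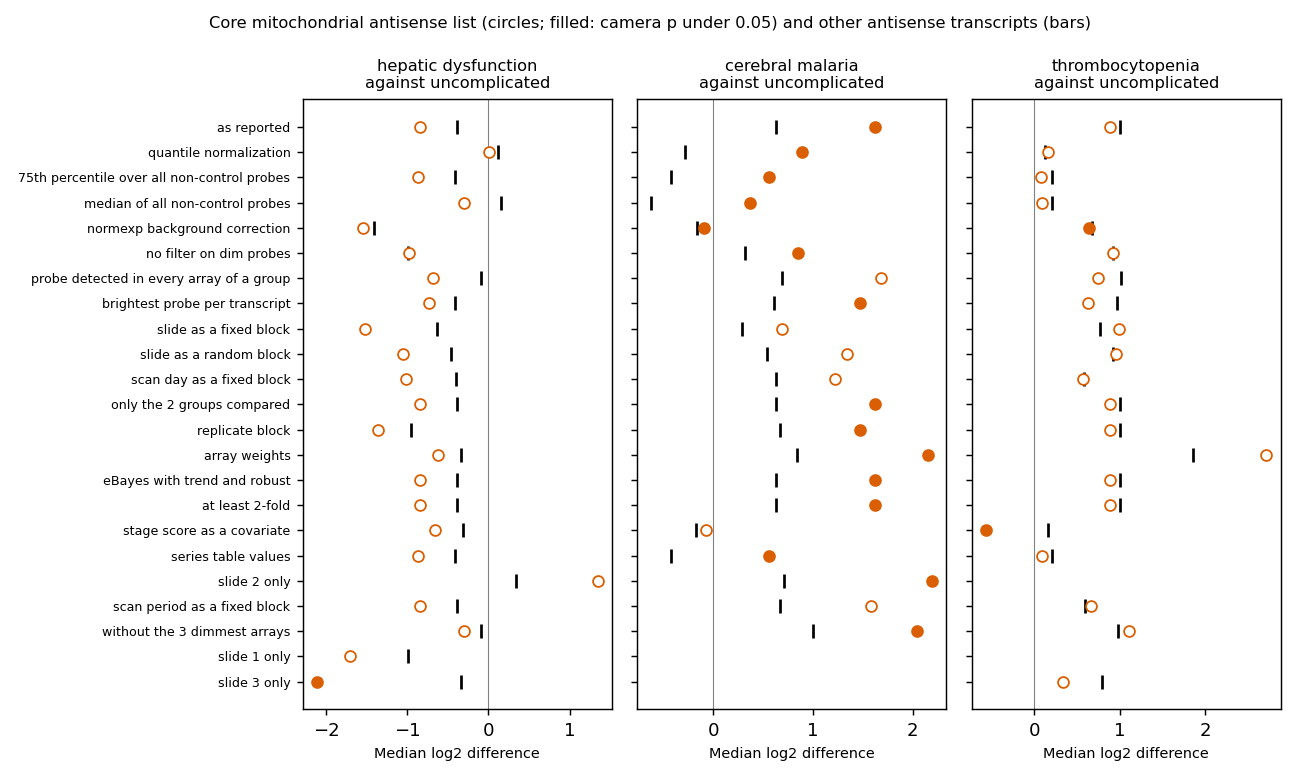
Median log2 difference of the 21 core mitochondrial antisense transcripts (circles, filled where the camera p is under 0.05) and of the other antisense transcripts (bars) in the 3 comparisons with uncomplicated malaria, under each processing setting. In cerebral malaria the list lies at 1.62 as reported, at 0.69 with slide as a fixed block and at -0.066 with the stage score.

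On the sense strand the core list was higher in cerebral than in uncomplicated malaria by a median of 2.11, against 1.04 for other sense transcripts, with 27 of 27 higher (camera p = 0.00125). In thrombocytopenia the sense median was 1.36, against 0.54 (camera p = 0.0237), and in hepatic dysfunction -0.057, against 0.014 (camera p = 0.778). These sense p rest on the preset correlation of 0.01 and are not adjusted. Blocks, the stage score, fry, the estimated correlation and random splits were not run for the sense list. The sense result is therefore less tested than the antisense one. Relative to their own sense strands, core antisense transcripts fell by 0.63 in hepatic dysfunction, against a median of -0.37 for other genes (camera p = 0.112). They fell by 0.64 in cerebral malaria, against -0.21 for other genes (camera p = 0.0101), or by 0.60 without the 3 genes of the mitochondrial genome (p = 0.115). They fell by 0.52 in thrombocytopenia, against 0.65 for other genes (camera p = 9.39e-05, or 0.000883 without these 3 genes). With slide as a block the thrombocytopenia values were -0.25 against 0.38 (p = 0.0316) and with scan period as a block -0.26 against 0.33 (p = 0.0182). The correlation between the genes of the list, estimated at 0.267, gave p = 0.0966, and fry, which tests the list against no change, p = 0.423. For cerebral malaria the p were 0.00276 with slide, 0.00861 with scan period, 0.278 with the estimated correlation and 0.103 with fry. With the stage score the camera p was 0.00895 in thrombocytopenia and 0.804 in cerebral malaria. Neither difference therefore held under every test.

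The 3 protein-coding genes of the mitochondrial genome are named whatever their values. In cerebral malaria their sense transcripts were higher by 3.52 (SE 1.85) for mal_mito_2, 2.88 (SE 1.59) for mal_mito_1 and 3.09 (SE 1.77) for mal_mito_3, each with a limma adjusted p of 0.671. In that group 3, 3 and 2 of the 4 arrays lay above the highest uncomplicated array. Their antisense transcripts differed by 0.85 (SE 1.52) for mal_mito_2, 2.03 (SE 1.65) for mal_mito_1 and 0.58 (SE 1.70) for mal_mito_3, with limma adjusted p of 0.833, 0.68 and 0.902. The antisense differences of mal_mito_2 and mal_mito_3 changed sign under other scalings, to -0.20 and -0.48 with the 75th percentile of all probes. In hepatic dysfunction the antisense differences were -0.46 (SE 1.18) for mal_mito_2, 0.29 (SE 1.28) for mal_mito_1 and -0.81 (SE 1.31) for mal_mito_3, with a limma adjusted p of 0.996 each, and the sense differences were 0.99, 0.76 and 0.75. Thrombocytopenia gave antisense differences of -0.16 (SE 1.36), 0.73 (SE 1.48) and 0.34 (SE 1.52), and sense differences of 1.66, 1.06 and 1.18, in the order mal_mito_2, mal_mito_1, mal_mito_3. The smallest limma adjusted p of these was 0.634. Those antisense differences changed sign as well: the one of mal_mito_2 to 1.39 with slide as a fixed block, and those of mal_mito_1 and mal_mito_3 to -0.079 and -0.46 with the 75th percentile of all probes. All 6 hepatic dysfunction differences of these genes changed sign under at least 1 alternative, and the thrombocytopenia sense differences did so with the stage score. The antisense transcript of mal_mito_1 rested on 2 of 5 probes and was above background on 1 of the 6 uncomplicated arrays.

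**Figure D4:**
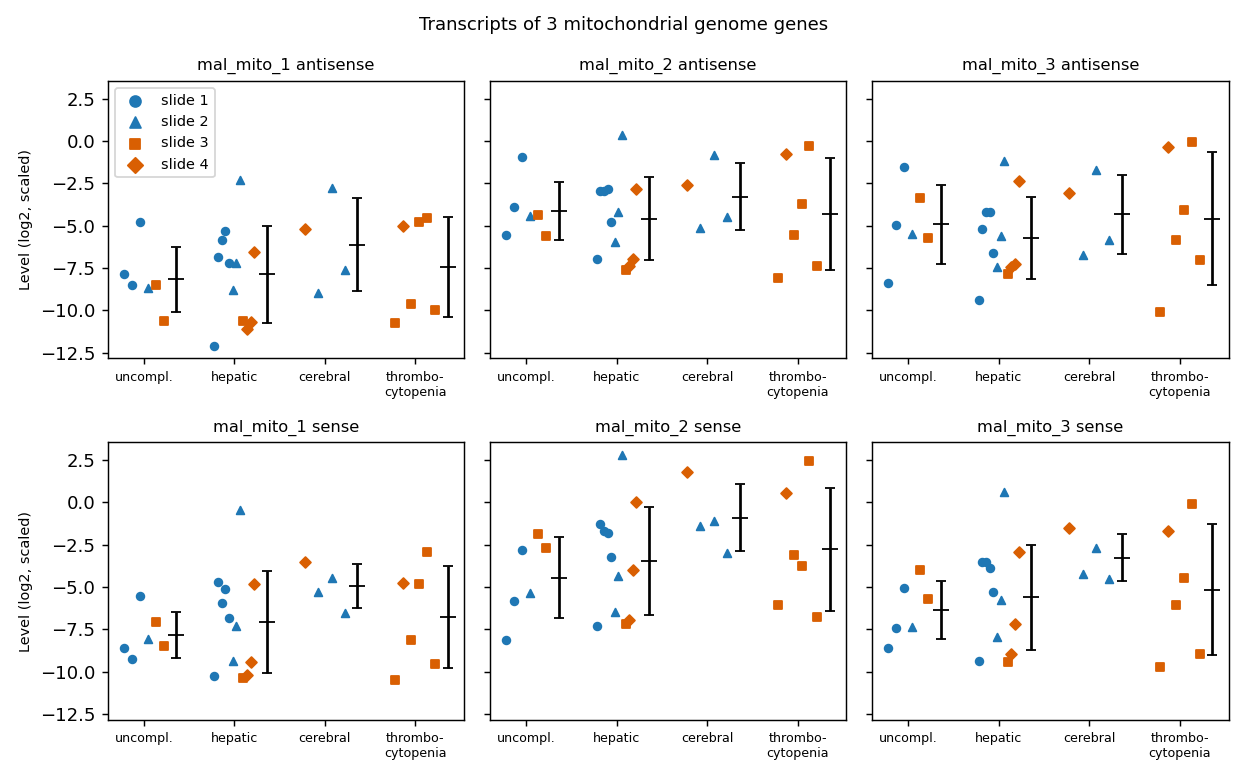
Scaled log2 level of the antisense (upper row) and sense (lower row) transcripts of mal_mito_1, mal_mito_2 and mal_mito_3 on each array by group, with symbols for the slide and the mean ± SD of each group. The groups overlap in every panel, and the largest difference is that of sense mal_mito_2 in cerebral malaria, 3.52.

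Among core antisense transcripts, those with the smallest p in hepatic dysfunction were lower. PF3D7_0915000 (type II NADH:ubiquinone oxidoreductase) had a difference of -3.01 (SE 1.33, p = 0.0313 by limma, adjusted p = 0.996), from -5.85 ± 3.09 in 6 uncomplicated arrays to -8.86 ± 2.08 in 12. It was above background on 7 of 12 hepatic dysfunction and 5 of 6 uncomplicated arrays, so part of the fall is taken to background. PF3D7_1345700 (isocitrate dehydrogenase) and PF3D7_0928000 (cytochrome c oxidase subunit 6B) differed by -1.44 and -1.01, with 1 and 2 of 5 probes past the filter, and changed sign to 0.15 and 0.48 within slide 2. Both were above background on 4 of 12 hepatic dysfunction arrays, and on 1 and 2 of 6 uncomplicated arrays. In cerebral malaria the 3 were PF3D7_1311300 (ATP synthase subunit gamma), higher by 1.95 (SE 1.04), PF3D7_1108500 (succinyl-CoA synthetase alpha subunit), by 1.93 (SE 1.09), and PF3D7_1431600 (succinyl-CoA ligase subunit beta), by 1.75 (SE 1.08). All 3 were above background on 4 of 4 cerebral malaria arrays, but PF3D7_1311300 on only 1 and PF3D7_1431600 on 2 of the 6 uncomplicated arrays, so these differences are largely taken against background. Limma gave all 3 an adjusted p of 0.671, and PF3D7_1311300 and PF3D7_1431600 were at -0.10 and -0.12 after normexp background correction. In thrombocytopenia PF3D7_1404100 (cytochrome c) was higher by 1.96 (SE 0.857, p = 0.0298 by limma, adjusted p = 0.365), and at -0.68 within slide 3. PF3D7_0927800 (cytochrome c oxidase subunit 5B) was higher by 2.29 (SE 1.17, limma adjusted p = 0.46) and PF3D7_1311300 by 1.75 (SE 0.933, limma adjusted p = 0.489). The 3 were above background on 5 of 6 thrombocytopenia arrays each, and PF3D7_1404100 and PF3D7_0927800 on 3 and PF3D7_1311300 on 1 of the 6 uncomplicated arrays, the latter being close to background there. Adjusted over the list alone, the smallest p of the 3 comparisons were 0.577, 0.496 and 0.495.

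Other lists were tested the same way. The 12 genes that probe names place on the mitochondrial genome had antisense medians of -0.44, 0.94 and 0.71 in hepatic dysfunction, cerebral malaria and thrombocytopenia (camera p = 0.887, 0.559 and 0.0877). The wider list of mitochondrial genes had 68 of 92 antisense transcripts tested, with medians of -0.49, 0.89 and 1.08 (camera p = 0.613, 0.0179 and 0.227, adjusted over 6 comparisons 0.613, 0.0536 and 0.34), and with 0, 0 and 1 called when adjusted over the list alone. Between hepatic dysfunction and thrombocytopenia that list had 26 calls when adjusted over the list alone and 0 over all transcripts. Ring markers had sense medians of -0.49, -0.082 and -1.80, late markers -0.80, 2.38 and 0.66, and gametocyte markers 0.68, 2.73 and 1.96. Limma called 0 marker transcripts over all transcripts. Adjusted over the list alone it called 3 of 7 ring markers in thrombocytopenia and 1 of 7 late markers in cerebral malaria, and 0 in the other lists of these comparisons. At an unadjusted p under 0.05 there were 2 ring and 2 late markers in cerebral malaria and 4 ring markers in thrombocytopenia. The mean ring level differed between thrombocytopenia and uncomplicated malaria by -2.00 over all slides. Within slides 3 and 4, with 2 uncomplicated arrays, it differed by -0.40. The scan period is therefore a candidate explanation for the ring marker calls in thrombocytopenia.

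Whether the strands of a gene changed unequally was tested on the antisense minus sense difference of 3764 genes. Limma called 348 genes between thrombocytopenia and uncomplicated malaria, 329 of them with a higher difference, and 1378 between hepatic dysfunction and thrombocytopenia, 1362 of them lower in hepatic dysfunction. The median over all genes was 0.65 and -1.08 in these comparisons. Limma called 0 genes in the other 5 comparisons, with 476 at an unadjusted p under 0.05 in hepatic dysfunction, 265 in cerebral malaria, 360 in all severe cases, 174 between hepatic dysfunction and cerebral malaria, and 1172 between cerebral malaria and thrombocytopenia. With scan period as a block, 1 and 2 genes were past the threshold in place of 348 and 1378, and with slide as a block 3 and 4. Fits within slide 3 or slide 4 gave 0. The median over all genes was 0.38 and -0.74 with slide as a block, and 0.32 and -0.68 with scan period. After normexp background correction it was 0.19 and -0.56. Single arrays decided the smaller count, which was 0 without uncomplicated replicate 1, 2 or 4 or without thrombocytopenia replicate 2, 5 or 6.

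Per array, the median antisense minus sense difference was -1.88 ± 0.48 (SD, n = 12) in hepatic dysfunction, -1.77 ± 0.60 (n = 4) in cerebral malaria, -0.69 ± 0.53 (n = 6) in thrombocytopenia and -1.37 ± 0.60 (n = 6) in uncomplicated malaria. Hepatic dysfunction lay below thrombocytopenia by an exact permutation test (difference -1.19, p = 0.000162, adjusted p = 0.00679). Within slides 3 and 4 the difference was -0.58 (exact p = 0.0667, 4 against 6 arrays), and leaving out single arrays gave -0.68 to -0.45, with an exact p from 0.0476 to 0.119 that was under 0.05 in 2 of 10 cases. Within hepatic dysfunction itself the value was -2.18 ± 0.18 on slides 1 and 2 (n = 8) and -1.27 ± 0.15 on slides 3 and 4 (n = 4), an exact p of 0.00202, the smallest that 495 splits allow. In uncomplicated malaria it was -1.37 ± 0.67 (n = 4) and -1.39 ± 0.68 (n = 2), with an exact p of 1. On slides 1 and 2 hepatic dysfunction lay below uncomplicated malaria by -0.81 (exact p = 0.00404). Leaving out single arrays there gave -1.01 to -0.51 (exact p at most 0.0121). On the same arrays 29.3% of probes were well above background in uncomplicated malaria and 49.2% in hepatic dysfunction. The dimmest uncomplicated arrays there, replicates 3 and 1, had the highest values, -0.44 and -1.34. Replicates 2 and 4 were at -1.94 and -1.74, and the hepatic dysfunction arrays ran from -2.37 to -1.94. Detection and group therefore cannot be told apart in this difference. On slides 3 and 4 hepatic dysfunction lay above uncomplicated malaria by 0.12 (exact p = 0.667). That difference was -0.36 without uncomplicated replicate 6 and 0.61 without uncomplicated replicate 5, so its sign rests on single arrays.

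**Figure D5:**
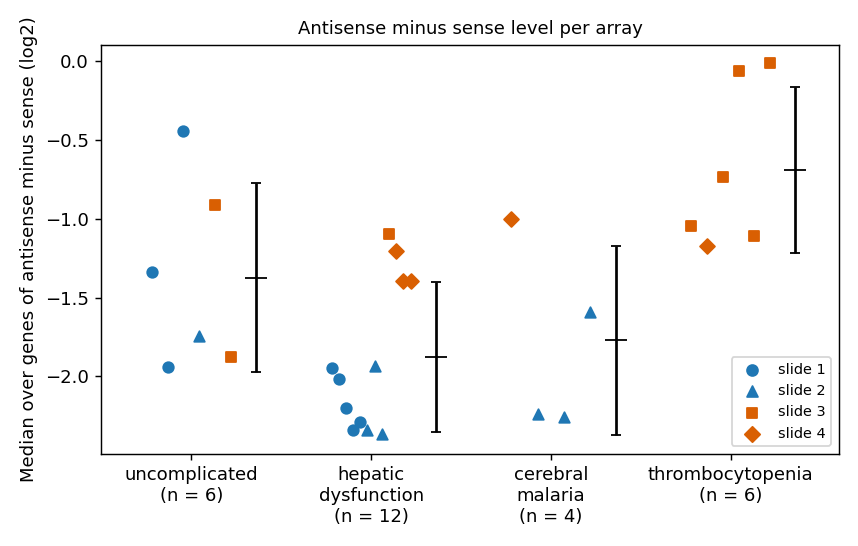
Median over genes of the antisense minus sense log2 difference (vertical axis) on each array by group, with symbols for the slide and the mean ± SD of each group. The 4 hepatic dysfunction arrays of slides 3 and 4 lie near -1.27 and the 8 of slides 1 and 2 near -2.18, and the thrombocytopenia arrays, all on slides 3 and 4, have a mean of -0.69.

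Differences from uncomplicated malaria were correlated between complications across antisense transcripts, which are not independent replicates. Pearson's r was 0.137 for hepatic dysfunction and cerebral malaria, 0.389 for hepatic dysfunction and thrombocytopenia and 0.258 for cerebral malaria and thrombocytopenia. The shared uncomplicated arrays alone give positive values. Unchanged groups simulated from the arrays' deviations gave a mean r of 0.472 ± 0.277, 0.55 ± 0.204 and 0.439 ± 0.264 (SD over 100 draws), with 87, 79 and 74 draws as large as the observed r. No correlation beyond that of the shared controls was found.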

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

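Slide blocks, the stage score, the scalings, background correction and fry were planned, and the comparisons of the mitochondrial set between complications, the tests with scan period, the 3 dimmest arrays, spike-in signals, the estimated correlation, random splits of the arrays, over all slides or within the second period, quantile normalization of outlying arrays the match between period and group effects and leaving out single arrays in tests of values per array were chosen only after the results were seen.

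Among 63 combinations of a group and a measure, 4 held an array far from the others by Dixon's ratio, where chance gives about 1 in 20. That number is close to what chance gives. The 12 hepatic dysfunction arrays were not tested this way, since critical values were set for at most 10 arrays. By eye, their replicate 8 stands apart, with a gametocyte marker mean of 0.56 (next highest -3.41) and a core mitochondrial antisense mean of -3.68 (next highest -5.90). Thrombocytopenia replicate 4 had 8.68% of probes well above background, and the other 5 arrays of the group 33.7% to 45.6%. Its highest spike-in log2 signal was 10.14, inside the 9.72 to 11.05 of the others, which argues against a failed hybridisation or scan, since either would dim the spike-ins too. A smaller amount of parasite RNA in that sample, or RNA of lower quality, may explain the low share and was not tested. The array is on slide 3 with 4 of the other thrombocytopenia arrays, so the slide as a whole is not dim. No biological explanation was tested.

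Uncomplicated replicate 3 lay above the other uncomplicated arrays in the mean level of gametocyte markers (-3.28, next highest -6.02) and in antisense mal_mito_2 (-0.96, next highest -3.91). Cerebral malaria replicate 2 lay below its group in antisense PF3D7_1108500 (-7.25, next lowest -5.19). After quantile normalization the 3 arrays were at 5.34, 9.30 and 2.64, still the highest, the highest and the lowest of their groups (next 4.74, 7.19 and 3.28), but none was past Dixon's ratio. The scaling of the arrays may therefore account for part of each gap. More gametocytes in that isolate stay open for the marker value and were not tested.

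The core mitochondrial antisense set was lower in hepatic dysfunction than in cerebral malaria, and the test of that difference gave a camera p of 0.00196. Quantile normalization did not remove the difference (camera p at most 6.67e-05 under the 4 other scalings). The remaining scalings subtract 1 constant per array, which moves the list and the other transcripts alike, so they cannot test array scaling. With slide as a fixed block the camera p was 0.00929. That p cannot exclude a difference between slides, since a camera p under 0.05 was frequent in random splits. Only slides 2 and 4 held both groups. On slide 2, with 3 arrays of each group, the set's median was -0.85 (p = 0.464). On slide 4 it was -3.40, with a single cerebral malaria array, which allows no test. A difference in parasite stage could account for much of it: with the stage score p was 0.107 and the median moved from -2.24 to -0.44. Transcripts of the list that vary together could also give the small p, since an estimated correlation of 0.673 gave p = 0.372. Chance cannot be excluded, with a p as small in 17 of 100 splits of the arrays, and 40 of those splits had a camera p under 0.05. A difference between the complications stays open and untested apart from these.

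The set was higher in cerebral malaria than in thrombocytopenia, with a camera p of 0.00697. Quantile normalization (p at most 0.00312 under the 4 other scalings) and the stage score (p = 0.00559) did not remove the difference. The remaining scalings subtract 1 constant per array and so cannot test it. With slide as a fixed block the median was -0.64 (p = 0.444). A difference between slides cannot be told apart from the groups here, because slide 4 alone held both, with 1 array of each. The estimated correlation gave p = 0.436, so transcripts varying together may explain the small p. As many as 21 of 100 splits had a p as small, so chance cannot be excluded, and the biological difference between the complications was not tested apart from it.

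The set difference between cerebral and uncomplicated malaria was weighed the same way. Quantile normalization did not remove the difference from the other transcripts (p at most 0.000229 under the 4 other scalings). The remaining scalings subtract 1 constant per array and so cannot test it. With the stage score p was 0.736 and the estimated correlation gave 0.498, so stage and transcripts varying together are candidate explanations. With slide as a fixed block p was 0.415, while slide 2 held 3 cerebral malaria arrays and 1 uncomplicated array and slide 4 no uncomplicated array, so that a slide difference and the group cannot be told apart. Within slide 2 alone the set's median was 2.19, a size that the lone uncomplicated array cannot test. A p as small as that of the fit over all slides without a block came up in 16 of 100 splits. The number was 59 for hepatic dysfunction and 47 for thrombocytopenia against uncomplicated malaria, and 91 for hepatic dysfunction against thrombocytopenia. Chance is excluded for none of these sets.

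The antisense minus sense difference was called in 1378 genes between hepatic dysfunction and thrombocytopenia, a difference between the effects of these complications over the same controls. As many came up in 1 of 100 splits, the real one, a share of 0.145 when adjusted over 29 such counts. Where arrays changed group only within slides 3 and 4, the slides with both groups, 5 of 100 splits had as many, so chance is not firmly excluded once the period is held. The 3 dimmest arrays and the background correction are argued against as the whole cause, with 1214 calls without those arrays and 1644 after normexp. Of those arrays only thrombocytopenia replicate 4 is in this comparison. Without it the share of probes well above background was still 9.20 points higher in hepatic dysfunction. Lower detection in thrombocytopenia as a cause was therefore not tested. The median over all genes still moved from -1.08 to -0.56 after normexp, so the size of the difference depended on the background correction. A difference between scan periods is a candidate explanation. With scan period as a block 2 genes were called, and all thrombocytopenia arrays and 4 of 12 hepatic dysfunction arrays were scanned in the second period. Between periods within hepatic dysfunction alone, 1864 of 3758 genes were called, 1500 of them higher in the second period. In uncomplicated malaria no such rise was seen in the arrays' medians over genes. Their mean was -1.37 on slides 1 and 2 (n = 4) and -1.39 on slides 3 and 4 (n = 2), too few arrays to exclude a rise. Across genes, which are not independent replicates, the effect of thrombocytopenia minus hepatic dysfunction followed the period effect in the uncomplicated and cerebral malaria arrays (Pearson's r = 0.546, Spearman's rho = 0.528), with the same sign in 1205 of 1377 called genes.

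Whether scan period took all of that difference is not settled. Within slides 3 and 4 the arrays' medians over genes differed by -0.58 (exact p = 0.0667, and from -0.68 to -0.45 with an exact p from 0.0476 to 0.119 when single arrays were left out), against -1.19 over all slides. Stage composition cannot be told apart from the scan period: with the stage score 0 genes were called, but the score itself moved with the period. A biological difference between hepatic dysfunction and thrombocytopenia stays open and was not tested apart from the period.

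The smaller count, 348 genes between thrombocytopenia and uncomplicated malaria, had 7 of 100 splits as large, so chance cannot be excluded. It was 0 after normexp background correction (456 at an unadjusted p under 0.05), which may explain it. With scan period as a block it was 1, but the arrays' medians over genes differed as much within slides 3 and 4 (0.70, exact p = 0.179, 6 against 2 arrays) as overall (0.69). The former was 1.19 without uncomplicated replicate 5 and 0.22 without uncomplicated replicate 6. With 2 uncomplicated arrays in that period, a period difference cannot be told apart from the groups. Across genes, the effect of thrombocytopenia minus uncomplicated followed the period effect within hepatic dysfunction (r = 0.552, rho = 0.517), with the same sign in 333 of the 348. Without the 3 dimmest arrays the count was 0 (1000 at an unadjusted p under 0.05), which also removes 2 of 6 uncomplicated arrays and 1 of 6 thrombocytopenia arrays, and with the stage score it was 0 (628). Dim arrays and stage composition cannot be told apart from the groups on these counts.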

How the results depend on the processing

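Single slides as alternatives, scan period as a block, the fit without the 3 dimmest arrays and the slide block with array weights were chosen after seeing the data. The other alternatives were planned. Hepatic dysfunction is written HD, cerebral malaria CM, thrombocytopenia TH and uncomplicated malaria UM, and AS-S stands for the antisense minus sense difference. Counts are genes or transcripts that limma called at an adjusted p under 0.05, and set values are medians of the core mitochondrial antisense list with the camera p. Where an alternative changed a result, the cause was not tested unless one is named.

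The count of 0 antisense transcripts between CM and TH held under all 21 alternatives that gave a value, with 18 to 992 at an unadjusted p under 0.05. Changes of antisense transcripts against UM were called only with array weights, alone or with the slide block, and under quantile normalization, and changes of sense transcripts likewise. At an unadjusted p under 0.05 the antisense counts ranged from 7 to 2533 (HD), 5 to 980 (CM) and 5 to 2368 (TH) over the alternatives. The set difference between HD and CM had its direction in all 22 alternatives, with camera p from 4.25e-05 to 0.464, and was past 0.05 in 19. Over their alternatives the camera p ranged from 0.000131 to 0.736 for CM against UM, from 0.00112 to 0.908 for CM against TH, from 0.00037 to 0.784 for HD against UM, from 0.00547 to 0.893 for TH against UM and from 0.019 to 0.959 for HD against TH. The requirement of at least a 2-fold change left every count on its side, with 1365 and 348 AS-S genes for HD against TH and TH against UM.

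Array weights moved most counts. For antisense transcripts they gave 235 calls for HD, 314 for CM, 1993 for TH and 354 for all severe cases against UM, 1606 for HD against CM and 2820 for HD against TH. Sense calls were 30, 1215 and 2042 for HD, CM and TH. AS-S calls were 521, 76 and 1226 for HD, CM and TH, 311 for all severe cases, 70 for HD against CM and 1054 for CM against TH. The CM against TH set was -0.71 (p = 0.134) and the correlation between the HD and TH differences 0.143. With weights and a slide block together, antisense calls were 899 for HD, 300 for CM, 2 for all severe cases and 1837 for HD against CM, and sense calls 534 for HD and 935 for CM. AS-S calls were 926 for HD, 169 for CM, 0 for TH (582 at an unadjusted p under 0.05), 316 for all severe cases, 346 for HD against CM and 12 for HD against TH. The CM against TH set was 0.83 (p = 0.0682), and the correlation of HD and TH 0.151.

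Blocks for slide or scan lowered the large AS-S counts. HD against TH had 4 calls with slide as a fixed block, 107 with slide as a random block, 4 with scan day and 2 with scan period in place of 1378. TH against UM had 3, 0, 1 and 1 in place of 348, with 663 at an unadjusted p under 0.05 where the count was 0. The 3 calls with slide fixed were all lower and none was among the 348, of which 329 were higher, and of the 4 for HD against TH 2 were among the 1378. HD against UM had 5, 6, 2 and 4 in place of 0. The CM against UM set was 0.69 (p = 0.415), 1.34 (p = 0.0505), 1.22 (p = 0.32) and 1.58 (p = 0.06) in that order. CM against TH was -0.64 (p = 0.444) with slide fixed and 0.48 (p = 0.0748) with scan day. With slide fixed the correlation of HD and CM was 0.427 and that of HD and TH -0.124, and with scan period that of CM and TH was 0.532. Part of the loss is shown by the design: all TH arrays share 1 scan period, which leaves the comparisons with TH to fewer arrays.

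Within single slides, a lone array of a group was assumed to vary like the other groups. AS-S calls for HD against UM were 99 on slide 1 and 3 on slide 2. AS-S calls were 0 for HD against TH on slides 3 and 4 (109 and 615 at an unadjusted p under 0.05) and 0 for TH against UM on slide 3 (144). The HD against CM set was -0.85 (p = 0.464) on slide 2. Fits with a lone array in a group give a size and no test of the set. In these, the HD against UM set was 1.35 on slide 2 and -2.11 on slide 3. The HD against CM set was -3.40 on slide 4, HD against TH -2.57 on slide 3 and CM against TH -0.29 on slide 4. The correlation was 0.828 for HD and CM on slide 2 and 0.0832 for HD and TH on slide 3. Slide 1 has no CM or TH array, slide 2 no TH, slide 3 no CM and slide 4 no UM array, so those comparisons have no value there, and all severe cases together were not fitted within slides.

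The stage score gave 0 AS-S calls for HD against TH and for TH against UM (1209 and 628 at an unadjusted p under 0.05), 266 for CM against TH and 1 for all severe cases. The sets were -0.066 (p = 0.736) for CM and -0.57 (p = 0.00547) for TH against UM, -0.44 (p = 0.107) for HD against CM and -0.29 (p = 0.019) for HD against TH. Correlations were 0.508 for HD and CM and 0.713 for HD and TH.

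Scalings that subtract 1 constant per array cannot change AS-S: the 75th percentile and the median of all probes gave its 1378 and 348 calls again. Quantile normalization gave 804 AS-S calls for HD against TH and 431 for CM against TH, 86 antisense calls for HD against TH (61 lower), 1 for TH and 1 for all severe cases against UM, and 3 sense calls for TH. The HD against UM set was 0.0021 (p = 0.61). The 75th percentile of all probes and the series table's values each gave 1 antisense call for HD against TH. Scaling moved the share of the 21 core antisense transcripts that were higher. Under quantile normalization, the 75th percentile, the median of all probes and the series values it was 16, 13, 13 and 13 for CM against UM (21 as reported), 11, 2, 9 and 2 for HD against UM (3), and 14, 11, 12 and 11 for TH against UM (17). For HD against TH 7, 2, 8 and 2 were higher (0), for CM against TH 14, 12, 12 and 12 (16), and for HD against CM 2, 1, 5 and 1 (1).

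Normexp background correction gave 3756 antisense calls for HD against TH, all lower, and 0 AS-S calls for TH against UM (456 at an unadjusted p under 0.05). The sets were -0.093 (p = 0.0436) for CM and 0.64 (p = 0.027) for TH against UM and -0.74 (p = 0.00268) for CM against TH, and the correlation of CM and TH was -0.016. No filter on dim probes gave 2982 antisense calls for HD against TH, AS-S calls of 3, 1 and 96 for HD, CM and TH and 1 for CM against TH, and a CM against TH set of -0.0023 (p = 0.00333). Probes detected in every array of a group gave 146 antisense calls for HD against TH, 873 AS-S calls for HD against TH and 576 for TH against UM, and a CM against UM set of 1.68 (p = 0.0882) on 15 transcripts. The brightest probe per transcript gave 38 AS-S calls for TH, eBayes with trend and robust 102 antisense calls for HD against TH, and fitting only the groups compared 2 AS-S calls for TH against UM and 4 for CM against TH. Without the 3 dimmest arrays there were 0 AS-S calls for TH against UM (1000 at an unadjusted p under 0.05).

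The replicate number as a block tests whether arrays with the same number belong together. They share only a number: the 30 same-number pairs of different groups had a mean correlation of -0.053, against 0.00687 for 246 other pairs, so no pairing was used. With that block there were 795 antisense calls for HD against TH, 29 AS-S calls for HD and 1 for CM against TH, and a correlation of HD and TH of 0.070.

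Of 27 named values, array weights put 11 past the threshold and weights with the slide block 6, and the other alternatives 0, with a smallest adjusted p of 0.105. Several changed sign. For antisense mal_mito_1 the HD difference was -1.10 with normexp, -0.51 without the filter, -0.18 with slide fixed, -0.016 with scan day, -0.40 on slide 1 and -1.04 on slide 3. Its TH difference was -0.84 with quantile normalization, -0.079 with the 75th percentile of all probes, -0.073 with their median, -0.076 with the series values and -0.47 with the stage score. For antisense mal_mito_2 the CM difference was -0.20, -0.40 and -0.20 under the latter 3 scalings, -0.045 with slide fixed and -0.46 with the stage score, and the HD difference 0.074 with the median, 0.016 with the brightest probe and 1.15 on slide 2. Its TH difference was 0.22 with normexp, 1.39 and 0.28 with slide fixed or random, 0.74 with scan day, 0.91 with scan period, 2.15 with weights, 1.06 with weights and block, 0.0036 on slide 3 and 0.17 without the dimmest arrays. For antisense mal_mito_3 the CM difference was -0.079 with quantile normalization, -0.48, -0.67 and -0.48 under the other 3 scalings, -0.55 with slide fixed and -1.36 with the stage score, the HD difference 0.78 on slide 2, and the TH difference -0.46, -0.46 and -0.46 under those 3 scalings, -1.58 with the stage score and -0.87 on slide 3.

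The sense differences of mal_mito_1, mal_mito_2 and mal_mito_3 in HD were -0.84, -0.025 and -0.55 with normexp and -2.62, -4.91 and -4.59 on slide 3. In TH they were -0.71, -0.72 and -0.84 with the stage score, and the latter 2 were -1.16 and -1.03 on slide 3. Antisense PF3D7_0928000 in HD was 0.044 with quantile normalization and 0.48 on slide 2, PF3D7_1345700 in HD 0.15 on slide 2, and PF3D7_1404100 in TH -0.68 on slide 3. PF3D7_1311300 and PF3D7_1431600 in CM were -0.10 and -0.12 with normexp. Antisense mal_mito_1 has no value with probes detected in every array of a group.

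Leaving out 1 array at a time left 0 antisense calls for each complication and all severe cases against UM, HD against CM and CM against TH (32 to 1260 at an unadjusted p under 0.05), and 0 sense calls (20 to 907). Antisense calls for HD against TH ranged from 0 to 1498: 910, 243, 238 and 535 without HD replicate 8, 10, 11 and 12, 140 without CM replicate 1, and 1498 and 403 without TH replicate 1 and 3. AS-S calls for HD against TH ranged from 803 (without TH replicate 6) to 1525. For TH against UM they ranged from 0 to 807. They were 0 without UM replicate 1, 2 or 4 or TH replicate 2, 5 or 6, 587 and 807 without UM replicate 3 and 5, 542 and 193 without TH replicate 1 and 4, and 194 and 206 without CM replicate 3 and 4. Without HD replicates 1 to 7 they were 189, 181, 158, 159, 193, 190 and 129. For HD against UM they ranged from 0 to 122: 8 and 122 without UM replicate 5 and 6, 3 and 1 without HD replicate 9 and 12, and 3 without TH replicate 4. All severe cases had 0 to 40 (2 and 40 without UM replicate 5 and 6), CM against TH 0 to 999 (999 without CM replicate 1) and HD against CM 0 to 1 (without HD replicate 5).

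The CM against UM set ranged from 1.07 to 2.15, with p = 0.0664 without UM replicate 4 (1.42), 0.0894 without UM replicate 6 (1.30) and 0.289 without CM replicate 3 (1.07). CM against TH ranged from -0.053 without TH replicate 1 to 1.14, and was -0.037 (p = 0.0584) without TH replicate 6. TH against UM ranged from 0.33 to 1.52, with p = 0.041 without TH replicate 2 (0.43) and 0.0442 without TH replicate 5 (0.47). HD against CM ranged from -2.90 to -1.72, past 0.05 in every case. HD against UM ranged from -1.21 without HD replicate 8 to -0.39 without UM replicate 3 (p from 0.0554 to 0.463). HD against TH ranged from -2.57 without TH replicate 6 to -1.27 without TH replicate 4 (p from 0.309 to 0.903). The correlation of CM and TH ranged from -0.024 (without CM replicate 1) to 0.445 and that of HD and CM from -0.202 (without CM replicate 4) to 0.33. Ranges across 0 among named values were, for antisense mal_mito_1 in HD, -0.22 to 0.96, for mal_mito_2 in HD -0.91 to 0.17 and in TH -0.96 to 0.60, and for mal_mito_3 in CM -0.30 to 1.37 and in TH -0.56 to 1.45.

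Signal over background limits these values. Between 8.68% and 54.9% of the probes were well above background per array, the scaling rests on the 3891 probes detected on all arrays, and 8935 transcripts were tested, so that a dim transcript on a dim array is close to its background.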

Other observations

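Array weights, slide blocks and quantile normalization were planned, and the random splits, over all slides or within the second period, scan period as a block, the ring marker tests, the permutation tests of values per array, with single arrays left out too, and the tests within slides were chosen only after the results were seen.

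Whether chance can be excluded was asked for each count by other splits of the arrays, 100 per comparison, the real split included. It cannot be excluded for antisense transcripts at an unadjusted p under 0.05 against uncomplicated malaria, with as many in 24 splits for hepatic dysfunction, 38 for cerebral malaria, 13 for thrombocytopenia and 24 for all severe cases. The same holds for sense transcripts, with 66, 13 and 32 splits for the single complications, and for cerebral malaria against thrombocytopenia, with 31 for antisense transcripts. It holds for antisense minus sense differences at an unadjusted p under 0.05, with 14 splits for hepatic dysfunction, 33 for cerebral malaria and 12 for all severe cases against uncomplicated malaria, and 17 for hepatic dysfunction against cerebral malaria. With array weights it holds too: antisense calls as many came up in 21, 15 and 15 splits and sense calls in 34, 10 and 13 for hepatic dysfunction, cerebral malaria and thrombocytopenia. Under array weights any antisense call came up in 39, 31 and 43 of the 100 splits.

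Chance is not firmly excluded for the antisense transcripts at an unadjusted p under 0.05 between hepatic dysfunction and thrombocytopenia (1823, as many in 1 split, the real one). The share is 0.145 when adjusted over 29 such counts, and where arrays changed group only within slides 3 and 4, 12 of 100 splits had as many. Nor is it in a pair of counts that 4 splits reached, with an adjusted share of 0.29. These are the antisense transcripts between hepatic dysfunction and cerebral malaria (788) and the antisense minus sense differences between cerebral malaria and thrombocytopenia (1172). Without cerebral malaria replicate 1 the latter had 999 calls at an adjusted p under 0.05. With all arrays limma called 0 in each of the 3. With scan period as a block the counts at an unadjusted p under 0.05 were 648, 869 and 176 in the order given, and with slide as a block 1324, 264 and 122. Which transcripts these separate fits share was not counted. The scan period is a candidate explanation for the last count, and not for the 788. For the first count it is not settled: 648 remained with the period block, but 1324 with the slide block, which contains the period. The 788 fell to 264 with the slide block, so a difference between slides stays open there.

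Ring-stage marker transcripts were lower on slides 3 and 4. Within hepatic dysfunction the mean level of the 7 markers was 0.25 ± 0.41 (SD, n = 8) on slides 1 and 2 and -1.34 ± 0.35 (n = 4) on slides 3 and 4, with an exact p of 0.00202, the smallest possible. The same exact test gave p = 0.00202 after quantile normalization, 0.00808 with the 75th percentile and 0.0505 with the median of all probes. Of the 7 markers 5 were lower, and 6 with the 75th percentile of all probes. Within uncomplicated malaria it was 1.08 ± 0.18 (n = 4) and -1.33 ± 0.51 (n = 2), with an exact p of 0.0667, the smallest possible there. The presence of the difference within 1 group argues against the group composition of the slides as its cause. Its median of -1.50 in hepatic dysfunction was -1.64 after quantile normalization, while transcripts of the same level had medians of -0.0080 and 0.16 under these scalings, which argues against a compression of bright signals. Late-stage markers differed by a median of 0.24 and all sense transcripts by -0.20. Samples of a different stage, or handled or labelled differently, could lie behind the period, and neither was tested. A lower ring level in thrombocytopenia than in hepatic dysfunction (exact p = 0.00517, adjusted p = 0.0362) follows the same line. The groups differed by 1.45 overall and by 0.39 within slides 3 and 4. The latter was 0.19 without thrombocytopenia replicate 6 and 0.67 without thrombocytopenia replicate 4. Leaving out single arrays there gave an exact p from 0.0397 to 0.675, under 0.05 in 1 of 10 cases. A smaller difference within the period is therefore not excluded.

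The highest log2 signal of the spike-in spots ran from 13.9 to 17.8 on the 15 arrays of slides 1 and 2 and from 8.37 to 12.6 on the 13 arrays of slides 3 and 4. On slides 1 and 2 it was 14.9 ± 0.73 (SD, n = 8) in hepatic dysfunction, 15.3 ± 1.23 (n = 3) in cerebral malaria and 16.7 ± 1.04 (n = 4) in uncomplicated malaria. Hepatic dysfunction was lower than uncomplicated malaria by a two-sided exact permutation test (difference -1.76, p = 0.00808), and for cerebral malaria the exact p was 0.2.

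Probes that name neither a parasite gene nor a strand were detected at 3.70% ± 0.848 (SD, n = 4) in cerebral malaria, 2.70% ± 1.62 (n = 6) in uncomplicated malaria, 1.57% ± 1.04 (n = 12) in hepatic dysfunction and 1.02% ± 0.68 (n = 6) in thrombocytopenia. These group means mix 2 scan periods. On slides 1 and 2 cerebral malaria exceeded uncomplicated malaria by 0.25 percentage points. Hepatic dysfunction lay below uncomplicated malaria there by -1.77 (exact p = 0.0101, not adjusted), and above it by 0.15 on slides 3 and 4. Over all slides hepatic dysfunction lay below cerebral malaria by -2.13 percentage points (exact p = 0.0044, adjusted p = 0.0362). On slides 1 and 2 the difference was -2.02 (8 against 3 arrays). Cerebral malaria lay above thrombocytopenia by 2.69 points (exact p = 0.00476, adjusted p = 0.0362). Slides 3 and 4 held 1 cerebral malaria array, too few to test either difference there. Within single groups the share was lower in the second scan period. In uncomplicated malaria it was 3.69% (n = 4) and then 0.71% (n = 2), with an exact p of 0.0667, the smallest possible. In hepatic dysfunction it was 1.93% (n = 8) and then 0.86% (n = 4), with an exact p of 0.0646. All thrombocytopenia arrays were in the second period, so the period is a candidate explanation for the difference between cerebral malaria and thrombocytopenia. The files do not say what these probes detect.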
